A study of Homo sapiens with 7 samples. Its data were reported in "Timely TGFβ signalling inhibition induces notochord" (2024).

How the data were processed

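Notoroids are trunk organoids that the study grew as aggregates of human embryonic stem cells in suspension, with activation of WNT and FGF signalling and inhibitors of BMP and NODAL signalling added after a delay, followed by a precursor of retinoic acid. The cells came from the line H9. Aggregates were dissociated on day 3, 5 or 7 after a delay of 18, 24 or 30 h, and single-cell transcriptomes were captured with droplet-based chemistry that counts the 3' ends of mRNA by unique molecular identifier (UMI). The labels name 7 libraries, each with replicate number 1. They comprised 2 libraries from day 3 (18 and 24 h), 2 from day 5 (18 and 24 h) and 3 from day 7 (18, 24 and 30 h).

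The deposited matrix held raw UMI counts as whole numbers, which the authors obtained with Cell Ranger 4.0.0 on the GRCh38 assembly and filtered in Scanpy, according to the submitters' processing notes and the study's methods. It contained 33538 genes, 30938 barcodes and 130502943 entries. The accompanying cell table gave each barcode a library code from 0 to 6 and no day or delay. Nothing in the sources used here tied a code to a labelled sample, so the codes were treated as 7 unmapped libraries. No comparison between days or between delays was made, and the planned rules for naming genes from those comparisons were not run. Each library contributed 65763448 to 79812539 UMIs. The smallest UMI total of a barcode lay between 5029 and 5263 in codes 0 to 3 and between 7501 and 7505 in codes 4 to 6, so the limits applied before deposition differed between libraries.

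The study's stated limits were applied to the deposited barcodes, namely 200 or more genes, 10000 to 50000 UMIs and 1 to 20% mitochondrial UMIs. These limits removed 3334 barcodes below and 71 above the UMI range, and none by genes or mitochondrial share. Doublets were called by a Scrublet score above 0.2 within each library, computed with Scanpy 1.11.5, which marked 725 barcodes (2.34%). In total 4118 barcodes were removed and 26820 cells were kept. Counts were scaled to 10000 per cell, leaving out genes above 3% of a cell, and log-transformed. Highly variable genes (Scanpy default) gave 30 principal components and a graph of 15 neighbours, built with scikit-learn 1.9.0 and partitioned with leidenalg 0.10.2 at resolution 2. Libraries were clustered together without batch integration, because the integration tool of the study was not installed.

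Clusters were named from 20 lists of cell type markers. A marker was scored where its level was 2-fold or more above all other cells and it was detected in at least 10% of the cluster's cells. A cluster took the class with the most scored markers if these were 5 or more, or 3 or more with at least 1 among its top 10 genes by fold at 20 CPM or more, where CPM is the count of a gene divided by all UMIs of the sum on the usual scale. It stayed unnamed where another class had 2 or more markers among those top genes and more than its own, or where the first of them was a marker of another class and none was its own. Of 36 clusters, 27 were named in 8 classes and 9 were not. Classes are called "like" a cell type for this reason, and their naming markers are not independent results. Clusters 5, 18 and 23 had no marker of their class among their top genes, and clusters 18 and 23 had 1 of another class there. All of them count in the class shares. Clusters 5 and 23 were compared by number. Cluster 18 was left out where floor plate-like cells were set against pMN-like cells or cluster 23, and from their counts of cells with TTR or endoderm UMIs. The names were rebuilt here and may differ from those of the study.

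Within each library, UMIs were summed over a class and over the other kept cells, provided each side had 50 or more cells. Sums were expressed in CPM, and ratios are log2 values with a pseudocount of 1 CPM, which understates differences of low genes. For 18 gene lists with 206 genes, the median log2 ratio was taken over members at 20 CPM or more on either side, where at least 3 were measured. Its percentile among 10000 random lists of equal size matched on expression is given as a description of these libraries. No gene was in more than 1 of these lists, and 26 were also cell type markers. Of all listed genes, 1 was missing from the gene table. For marker pairs each cell was thinned to 10000 UMIs, and the share with a UMI of both genes is given beside that in a class that should lack them. Shares carry exact Clopper-Pearson 95% intervals and summed counts exact Poisson intervals. A count of 0 allows up to 3 counts. Intervals and floors cover counting error only. There were no replicates of a labelled group. Libraries of different, unassigned conditions were not taken as replicates of one another, and the classes were drawn from the same counts that were compared, so no test was run and no p-value is given. Over libraries the range or each value is reported.

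Gene positions are from GENCODE 44 on GRCh38, matched by gene identifier. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Ratios, lists and thinning were tested on simulated counts for cluster 5 against the other cells of code 0, over 5870 genes. In that simulation 100 genes raised 2-fold had a median log2 ratio of 0.91 and 100 raised 4-fold one of 1.91. After scaling, 0.93 and 1.93 were expected, and all genes lay within 0.3 of the expected value. Unchanged lists had a median percentile of 41.6, and 20 lists of raised genes all reached 100. Few genes were changed in the simulation, so these percentiles are no guide to comparisons in which many genes differ.

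The cell filter, clustering settings, marker lists, gene lists, marker pairs and most alternatives were chosen before the data were examined. The thresholds of the naming rule, the clusters described by number, the classes set against each other and a clustering without the genes of the fixed lists were chosen afterwards. Genes outside the fixed lists are named as such. Alternatives covered the UMI minimum, all barcodes, doublets, resolution, clustering each library alone, other variable genes, naming each cell from its own markers, the scaling, the pseudocount, the level minimum and the weighting of cells.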

Results

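Single-cell transcriptomes were collected from notoroids, human trunk organoids made to form notochord beside neural and somitic tissue. The notochord is the midline rod below the neural tube that secretes Sonic hedgehog (SHH) and antagonists of BMP. Cells of the embryonic stem cell line H9 were collected on day 3, 5 or 7 after BMP and NODAL inhibition had been delayed by 18, 24 or 30 h. The deposited counts covered 7 libraries by code, 1 for each labelled combination, without replicates. After filtering, 26820 cells remained, with 3377 to 4318 per library. The median depth per library ranged from 14569 to 19720 UMIs and the median number of genes from 3899 to 4771. The median mitochondrial share lay between 1.90% and 8.32%. Library codes could not be tied to a day or a delay, so the ratios below are between cell classes within the same library. Shares of cells with given markers are also set beside classes found in other libraries, which give no background for free RNA in codes 0 and 1. The pMN-like class, found almost only in codes 4 to 6, gives none in codes 2 and 3 either.

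The first question was which trunk cell types the aggregates contained. Progenitors of motor neurons (pMN-like, OLIG2 and NKX6-1 as markers) made up 17.8% of all cells (4769; interval 17.3 to 18.2%). Posterior progenitor-like cells, resembling the neuromesodermal progenitors of the tail bud, made up 14.9%, and neural progenitor-like cells 13.96%. Floor plate-like cells, the ventral midline of the neural tube, accounted for 13.2% (12.8 to 13.6%). Somite and sclerotome-like cells, which give rise to vertebrae, accounted for 8.54%. Notochord-like cells accounted for 6.38% (1712 cells; 6.09 to 6.68%), motor neuron-like cells for 1.88% and primitive streak and paraxial mesoderm-like cells for 1.61%. Cells were assigned to the notochord-like class in every library, at 9.09, 22.5, 3.96, 9.33, 0.112, 0.463 and 1.55% of codes 0 to 6. The remaining 21.7% of cells fell in unnamed clusters, with shares of 16.8, 23.01, 37.6, 31.5, 20.8, 14.5 and 7.16% in codes 0 to 6. When each library was clustered alone, the pMN-like share over all cells was 2.32% and the floor plate-like share 8.59%. Each of the 36 clusters came mostly from 2 or 3 libraries, so that cluster and library were not separable.

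**Figure D1:**
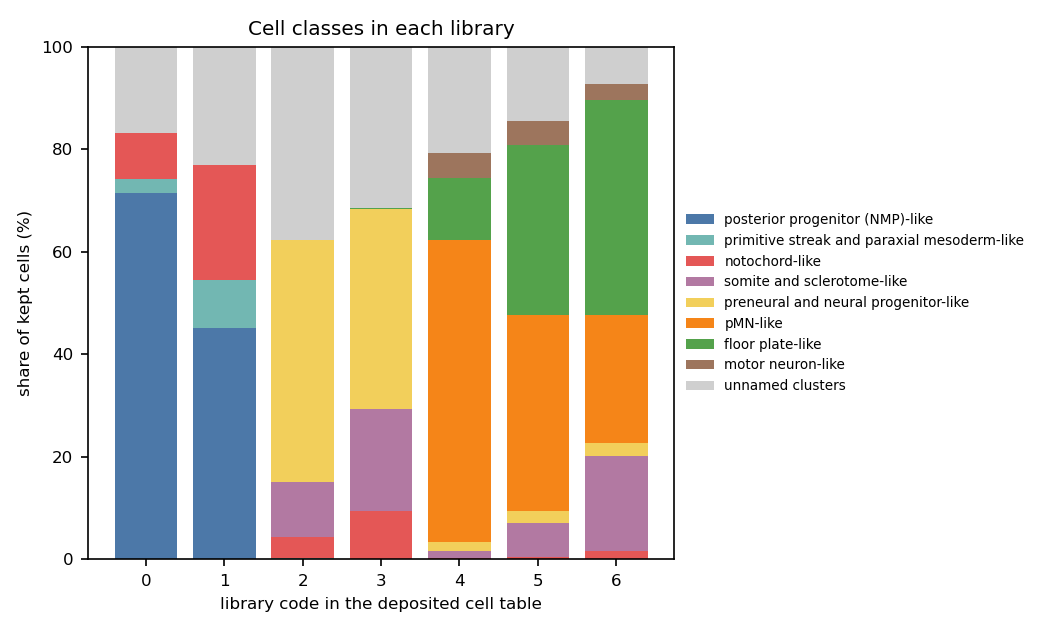
Stacked bars give the share of kept cells (%) in each class for the libraries with codes 0 to 6, as found in the cell table. Notochord-like cells range from 0.112% in code 4 to 22.5% in code 1, and posterior progenitor-like cells reach 71.6% in code 0.

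The notochord-like cells formed a pair of clusters, which were examined separately to ask how such cells differed from their neighbours. Cluster 5 held 1094 cells, 306 of them in code 0 and 786 in code 1. Posterior progenitor-like cells, at 71.6 and 45.2% of these libraries, were the largest class among the cells it was set against. It was named by 14 of 15 notochord markers. TBXT, the T-box regulator required for notochord formation (chromosome 6, 166157656 to 166168700, minus strand), lay at 593 CPM in code 0 and 609.9 CPM in code 1. The other cells of these libraries held 19.8 and 58.6 CPM. The homeobox gene NOTO (chromosome 2, 73202574 to 73212513) and the BMP antagonist CHRD (chromosome 3, 184380054 to 184390736) showed log2 ratios of 3.01 to 5.57 and 2.52 to 3.19. Because these genes served to name the cluster, they describe it and are not separate findings.

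Of the lists measured in cluster 5, genes of motile cilia had the highest median. All 14 measured members, of 15 in the list, were 2-fold or more higher in code 0 as well as in code 1, and the median log2 ratio was 2.96 to 4.06 (percentile 100 in both). The regulator of ciliogenesis FOXJ1 (chromosome 17, 76136333 to 76141245) lay at 713 CPM against 45.2 in code 0 and 662 against 119.7 in code 1. RSPH1, a component of the axonemal radial spoke, reached 774 and 888 CPM, and the dynein chain gene DNAI1 had log2 ratios of 4.17 and 3.16. Without the 3 members that also named the cluster (FOXJ1, PIFO and CAPSL) the list median was 2.96 to 3.96. FOXJ1 UMIs were present in 96.3% of thinned cells of the cluster and in 1.09% of sclerotome-like cells, with median depths of 12661 and 14948 UMIs.

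Posterior HOX genes, which pattern the trunk and tail, were lower in cluster 5. All 5 measured members were 2-fold or more lower in both libraries, with medians of -4.64 and -3.94 (percentile 0). HOXB9 lay at 4.24 CPM against 192 in code 0 and at 6.30 CPM against 153 in code 1. Anterior HOX genes had medians of -2.58 and -1.94, with 6 of 6 measured members 2-fold or more lower. Cell cycle genes were lower as well, with 9 of 9 measured members at 2-fold or more and medians of -4.15 and -3.96. TOP2A, needed to separate sister chromatids, lay at 3.61 and 5.12 CPM against 211 and 193 CPM in the other cells. FGF ligands and targets had medians of -1.05 and -1.58, and FGF8 had log2 ratios of -3.05 and -2.24.

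Among secreted factors, the ligand BMP7 lay at 750.3 and 742 CPM in cluster 5 against 62.7 and 92.9 CPM (log2 3.56 and 2.98). The NODAL and BMP antagonists had medians of 2.57 and 1.95, but this rested on NOG and CHRD, which named the cluster. Without them the medians were 0.94 and 0.68, at percentiles of 71.9 to 82.7, and FST, an activin antagonist, had log2 ratios of -3.91 and -3.81. BMP ligands and targets together had medians of -0.74 and -0.52, with ID3, a direct BMP target, at -1.60 and -1.35. The hedgehog target PTCH1 had log2 ratios of 0.11 and 0.44 and SHH itself lay at 258 and 180.1 CPM. Fibronectin (FN1) was at 1264 and 1043 CPM against 66.5 and 138 CPM. The sheath matrix list had medians of 2.33 in code 0 and 0.39 in code 1, and 3.11 and 1.57 without COL2A1. COL2A1, a marker of the class, had log2 ratios of -0.50 and -0.77. Over posterior progenitor-like cells alone the full list had medians of 3.37 and 2.53 (percentiles 99.91 and 99.63). Immediate early and stress genes, which tissue dissociation can induce, had medians of 2.10 and 1.80, with JUN at 174 and 116 CPM.

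Cluster 23 was the other cluster named notochord-like, with 618 cells. It was compared in code 2 (165 cells), code 3 (361 cells) and code 6 (60 cells), and was named by 12 of 15 markers. None of its top 10 genes was a notochord marker, and 1 of them, APOA2, was an endoderm marker. TBXT lay at 195, 166 and 89.2 CPM in these libraries, against 3.75, 2.57 and 0.173 CPM in the other cells. NOTO lay at 184, 94.7 and 4.10 CPM. The secreted guidance factor SEMA3C, another naming marker, lay at 33.2, 66.0 and 112.8 CPM. Motile cilia genes had medians of 3.49, 2.77 and 1.47 (percentiles from 99.98 to 100), and of 1.32 to 3.22 without the naming markers. Over floor plate-like cells of code 6 alone, the cilia median was 0.43 (percentile 80.2), with 2 of 8 measured members at 2-fold or more. Sheath matrix genes had medians of 1.13, 0.83 and 1.52 (percentiles from 99.96 to 100). Over somite and sclerotome-like cells of the same libraries these were -0.08, 0.04 and -0.57 (percentiles 12.0, 23.2 and 0.03). Over the floor plate-like cells of code 6 the sheath matrix median was 3.94 (percentile 100), with 6 of 7 measured members at 2-fold or more. The cross-linker of hyaluronan HAPLN1 was at 59.3, 61.4 and 57.4 CPM against 8.11, 7.70 and 2.79 CPM. The fibrillar collagen COL11A1 had log2 ratios of 1.67, 2.58 and 3.14, and FN1 ratios of 3.03, 3.05 and 3.56.

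Posterior HOX genes were lower in cluster 23 than in the other cells, with medians of -1.19, -1.68 and -3.19 and with 7 of 8, 5 of 6 and 6 of 7 measured members lower by 2-fold or more. Over somite and sclerotome-like cells their median was 0.73 in code 2 (percentile 99.2) and -1.26 in code 6, and in code 3 fewer than 3 members were measured. Anterior HOX genes had medians of -0.89, -1.11 and -1.48 over the other cells and of -0.08, -0.11 and -1.46 over somite and sclerotome-like cells. The cell cycle list had medians of -0.23, 0.02 and -0.73 (percentiles 0.87, 15.8 and 0). CYP26A1, which degrades retinoic acid, lay at 121, 115 and 36.9 CPM against 16.5, 10.8 and 0.378 CPM. The antagonist list had medians of 1.43 in code 2 and 1.69 in code 6, and of -0.16 to 0.64 over all 3 libraries without NOG and CHRD. PTCH1 had log2 ratios of -0.30, -0.61 and -1.06 while SHH lay at 257, 317 and 279.8 CPM. In code 6, the only library with enough measured hedgehog targets, their median was -1.09 with 3 of 3 lower by 2-fold or more. The motor neuron marker MNX1, also known from the notochord, had UMIs in 67.6% of thinned cells of cluster 23 and 88.4% of cluster 5. Its share in pMN-like cells was 0.356%, with median depths of 15491, 12661 and 17244 UMIs. These pMN-like cells lay almost only in codes 4 to 6. They give no background for free RNA in the libraries of cluster 5 or in codes 2 and 3.

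Basal lamina genes had medians of 0.44, 0.53 and 0.68 in cluster 23 (percentiles 97.2 to 98.9), but of -0.24, -0.11 and 0.41 over somite and sclerotome-like cells (1.66, 1.61 and 68.0). Over the other cells, junction and desmosome genes had medians of 0.64, 0.73 and 0.97 in cluster 23 (98.8 to 99.93) and vacuole, lysosome, glycogen and lipid droplet genes of 0.81, 0.61 and 0.63 (98.0 to 99.85). In cluster 5 these 3 lists had medians of 0.31 to 0.73 at percentiles of 61.4 to 74.9. The values over the other cells stand beside a median over all genes of 0.08 to 0.39 in the notochord-like class. Under median-of-ratios scaling that median was -0.20 to -0.14, under TMM scaling -0.24 to -0.15 and under a total without mitochondrial and ribosomal genes -0.02 to 0.07. YAP targets, measured in cluster 23 alone, had medians of 1.13, 1.25 and 0.94 (percentiles 87.45 to 99.18), and stress genes there 0.97, 0.57 and 1.50 (89.8 to 98.7). The WNT list had medians of -0.33 and -0.48 in cluster 5, which turned to 0.44 and 0.38 over posterior progenitor-like cells alone (percentiles 49.2 and 51.4), and of 0.99 and 0.54 in codes 2 and 3 of cluster 23. The BMP list, at -0.74 and -0.52 in cluster 5, lay at 0.04, 0.87 and 0.66 in cluster 23. The FGF list, at -1.05 and -1.58 in cluster 5, lay at 0.19, 0.01 and 0.78 in cluster 23. Over somite and sclerotome-like cells, the BMP list of cluster 23 lay at 3.04, 3.05 and 2.09 (percentiles 99.91, 100 and 99.445). The FGF list there lay at 0.94, 1.08 and 1.88 (99.57, 95.9 and 82.65). Retinoic acid genes had medians of -0.35 and 0.60 in cluster 5 (-0.29 and -0.14 over posterior progenitor-like cells alone) and -0.01 to 0.18 in cluster 23. Over somite and sclerotome-like cells, retinoic acid medians of cluster 23 were -0.35, -0.04 and 2.80 in codes 2, 3 and 6 (percentiles 0.66, 6.28 and 100). Hypoxia and glycolysis genes had medians of 0.04 in both libraries of cluster 5 and -0.32 to 0.76 in cluster 23 (0.10 to 0.38 over somite and sclerotome-like cells). NODAL targets and components had fewer than 3 measured members in every comparison, so no median was taken.

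**Figure D2:**
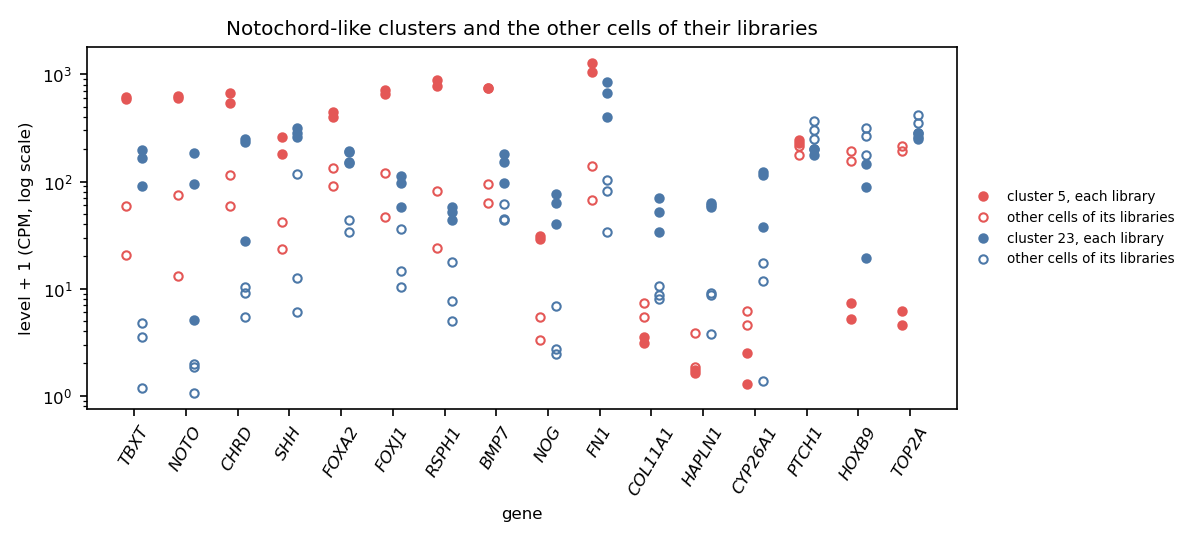
Points give the level of each gene plus 1 (CPM, logarithmic axis) in each library, filled for the notochord-like clusters 5 and 23 and open for the other cells of the same libraries. FOXJ1 lies at 662 to 713 CPM in cluster 5 and at 57.4 to 111 CPM in cluster 23, and HOXB9 lies lower in both clusters than in the other cells.

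Co-expression of fate markers was then measured in single cells, since such pairs define the populations that the study followed. TBXT and FOXA2, together a signature of early notochord, were both present in 2254 thinned cells (8.40%; 8.07 to 8.74%). Across codes 0 to 6 the share was 16.4, 38.9, 2.78, 4.76, 0.0839, 0.162 and 0.476%. It was 94.9% in cluster 5, 45.1% in cluster 23 and 53.2% in the unnamed cluster 13. In pMN-like cells, which should lack TBXT, 1 of 4769 had both (0.0210%), with a median depth of 17244 UMIs against 15955.5 over all cells. The share was 11.6% without thinning, and 4.90% when 2 UMIs of each gene were required. NOTO with CHRD marked 6.90% of cells (6.60 to 7.21%), 92.6% of cluster 5 and 39.3% of cluster 23. None of the pMN-like cells had this pair (0 of 4769 cells, which allows a share of up to 0.0629%), and without thinning the share over all cells was 7.90%. For both pairs the pMN-like cells came almost only from codes 4 to 6. They give no background for free RNA in the libraries of cluster 5 or in codes 2 and 3.

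SOX2 with TBXT, the usual signature of neuromesodermal progenitors, was seen in 7.89% of thinned cells (12.1% without thinning). This pair marked 47.7% of cluster 23, against 0.306% of sclerotome-like cells. Because sclerotome-like cells rarely held TBXT UMIs, their share gives no background for SOX2 in cells with TBXT. From imaging, the study described the TBXT cells of notoroids as lacking SOX2. In codes 0 and 1 it marked 53.8% of cluster 5 and 13.7% of posterior progenitor-like cells, shares that have no background class here. GSC with OTX2, expressed by the anterior organiser and prechordal plate, was found in 7 cells (0.0261%; 14 cells without thinning), 2 in code 0 and 5 in code 1, all within cluster 5. None of the pMN-like cells had it (0 of 4769). SOX2 with FOXA2 marked 88.1% of floor plate-like cells and 37.9% of all cells, against 6.42% of sclerotome-like cells (47.2% of all cells without thinning). FOXC2 with PAX1, which marks sclerotome, was present in 634 cells (2.36%; 3.20% without thinning), 99.1% of them sclerotome-like. OLIG2 with NKX6-1 marked 9.49% of cells (14.4% without thinning) and 35.3% of pMN-like cells, against 0.131% of sclerotome-like cells. Sclerotome-like cells had a median depth of 14948 UMIs.

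**Figure D3:**
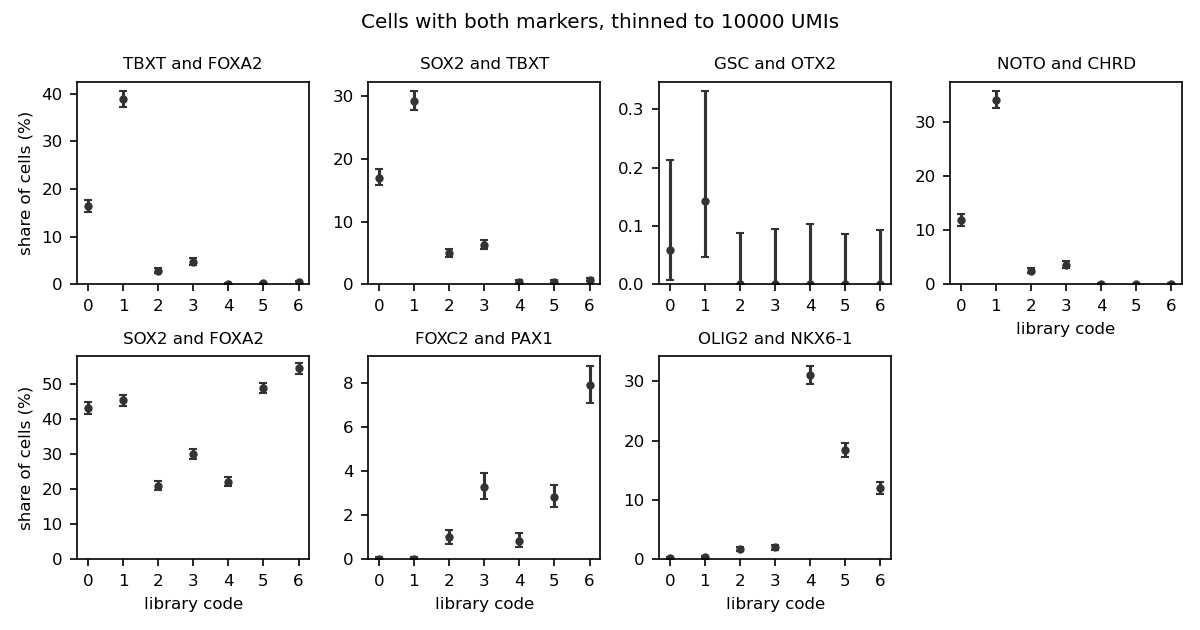
Each panel gives the share of cells (%) with UMIs of both genes of a pair after thinning to 10000 UMIs, for library codes 0 to 6, and bars are exact 95% intervals. TBXT with FOXA2 is highest in code 1, at 38.9%, and FOXC2 with PAX1 in code 6, at 7.89%.

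SHH from the notochord and floor plate patterns the ventral neural tube, and its targets were compared by setting floor plate-like cells (without cluster 18) against pMN-like cells of the same library (codes 4, 5 and 6). SHH (chromosome 7, 155799980 to 155812463) lay at 259.8, 268 and 272 CPM in floor plate-like cells and at 4.15, 12.0 and 18.3 CPM in pMN-like cells. PTCH1, the hedgehog receptor and a direct target (chromosome 9, 95442980 to 95517057), lay at 85.0, 88.6 and 83.7 CPM against 455, 488 and 514 CPM, log2 ratios of -2.41, -2.45 and -2.60. Pooled over these libraries the PTCH1 level was 85.8 CPM (83.1 to 88.6) against 479 CPM (474 to 484). GLI1 and HHIP followed the same direction, at -2.67 to -2.29 and -1.61 to -1.26. As a list, hedgehog targets had medians of -1.61 in code 5 and -1.45 in code 6 (percentiles 0.01 and 0.06). In code 4 fewer than 3 members were measured.

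Motile cilia genes were higher in floor plate-like than in pMN-like cells, with medians of 3.37, 2.98 and 2.73 and with 5, 5 and 4 of 6 measured members at 2-fold or more. FOXJ1 lay at 61.5, 70.6 and 77.7 CPM against 5.33, 9.63 and 11.8 CPM. FOXJ1 and PIFO (log2 ratios 3.42 to 3.78) were not among the floor plate markers. YAP targets had medians of 1.19 to 1.69, with CTGF at 289 to 306 CPM in floor plate-like cells. The median of the BMP list was -0.60 to -0.59 but 0.03 when genes at 5 CPM or more were counted, and the BMP target ID1 had log2 ratios of -1.79 to -1.34. Cell cycle genes had medians of -0.19, -0.53 and -0.54 (percentiles 4.91, 0.02 and 0.01). Medians were 0.49 to 0.87 for matrix, 0.36 to 0.47 for basal lamina, 0.28 to 0.50 for junction, 0.41 to 0.49 for vacuole, 0.10 to 0.38 for hypoxia and 0.33 to 0.51 for anterior HOX genes. They were -0.73 to -0.18 for retinoic acid, -0.38 to 0.11 for posterior HOX and -0.07 to 0.72 for stress genes. In the libraries where they were measured, the antagonist list lay at 0.08 and 0.13, the FGF list at -0.54 and the WNT list at 0.88.

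Somite and sclerotome-like cells were compared with the other cells of codes 2 to 6. Clusters 25, 27 and 29 held most of them in codes 2 and 3 and were led by somite genes such as MEOX1 and TCF15. Clusters 20 and 28 held most in codes 4 to 6 and were led by the sclerotome genes PAX1 and PAX9. PAX1 (chromosome 20, 21705659 to 21718481) lay at 13.02, 23.1, 119, 67.4 and 80.1 CPM in codes 2 to 6, and FOXC2 (chromosome 16, 86566829 to 86569728) at 303 to 358 CPM. Matrix genes, none of them a naming marker here, had medians of 1.72 to 3.88 (percentile 100 in all 5 libraries). COL2A1, the main cartilage collagen, lay at 376, 502, 712, 926 and 1105 CPM against 158, 144, 60.4, 92.4 and 117 CPM, and COL3A1 had log2 ratios of 5.53 to 8.22. Basal lamina genes had medians of 0.94 to 1.56.

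PTCH1 lay above the other cells in all 5 libraries, at log2 ratios of 0.71, 0.85, 0.36, 0.87 and 1.42, and the hedgehog-binding HHIP at 1.27 to 3.30. The hedgehog list had medians of 1.41 to 2.36 in the 3 libraries with enough measured members (percentiles 99.1 to 99.96). The other cells there included floor plate-like cells, at 12.1, 33.0 and 42.0% of codes 4 to 6. Over pMN-like cells alone the medians were 1.50, 0.77 and 1.59 (percentiles 98.9, 96.1 and 99.7), with 2 members 2-fold or more higher in each library and 0, 1 and 1 lower, and PTCH1 had log2 ratios of 0.14, 0.36 and 0.55. BMP ligands and targets were lower, with medians of -2.73 to -1.88, and no measured member was 2-fold or more higher in any of the 5 libraries. The targets ID1 and ID2 had log2 ratios of -3.08 to -2.07 and -4.03 to -2.35. Posterior HOX genes had medians of -2.69 to -1.10. ALDH1A2, which synthesises retinoic acid in somites, lay at 18.5 to 65.5 CPM against 0.120 to 5.40 CPM. Motile cilia genes, where measured, had medians of -2.67 to -0.70.

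**Figure D4:**
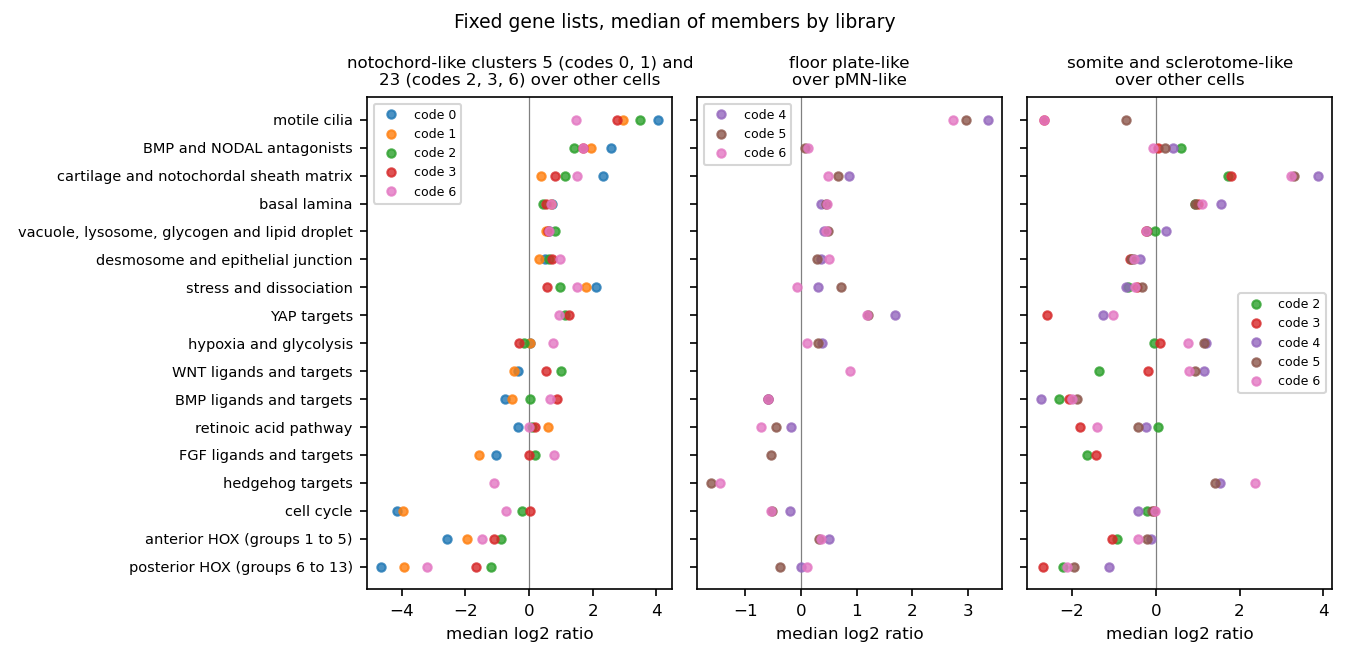
Points give the median log2 ratio of each fixed gene list for the libraries in which it was measured, for notochord-like clusters over other cells, floor plate-like over pMN-like cells, and somite and sclerotome-like over other cells. Motile cilia lie at 1.47 to 4.06 in the notochord-like clusters, and hedgehog targets at -1.61 to -1.45 in floor plate-like cells and 1.41 to 2.36 in sclerotome-like cells.

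Posterior progenitor-like cells were measured in codes 0 and 1, where they made up 71.6 and 45.2% of cells. Their naming gene NKX1-2 (chromosome 10, 124445243 to 124450035) lay at 113 and 115 CPM. Posterior HOX genes had medians of 1.10 and 1.59 over the other cells, and anterior HOX genes of 0.60 and 0.94. Cell cycle genes had medians of 2.12 and 1.12, with 9 and 6 of 9 measured members at 2-fold or more. The pluripotency factor POU5F1, whose counts are uncertain because of near-identical pseudogenes, had UMIs in 74.8% of thinned posterior progenitor-like cells, against 0.189% of pMN-like cells, at median depths of 20416 and 17244 UMIs. NANOG, another pluripotency factor, was at 0.324 and 0.839% in these classes. TBXT was at 14.3 and 30.6 CPM, below the other cells (log2 -3.75 and -3.13), among which the notochord-like cluster 5 lay. Primitive streak and paraxial mesoderm-like cells of the same libraries held 199 and 179 CPM of the NODAL and BMP antagonist CER1. Their BMP list medians were -2.56 and -2.20, and their posterior HOX medians -3.05 and -3.43.

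Motor neuron-like cells (codes 4 to 6) were 4.81, 4.70 and 3.13% of their libraries. The neuronal STMN2 lay at 1688 to 2433 CPM. Cell cycle genes had medians of -3.89 to -3.79, and 9 of 9 measured members were 2-fold or more lower in each library. Retinoic acid pathway genes had medians of 0.87 to 1.59, with the retinoid-binding CRABP1 at 4794 to 6536 CPM. ISL1, which specifies motor neurons, had UMIs in 26.0% of thinned cells of cluster 30. In pMN-like cells this share was 0.0210%, at median depths of 12102 and 17244 UMIs. In pMN-like cells themselves the cell cycle list was at 0.74 to 1.07 and PTCH1 at log2 ratios of 0.68 to 0.89 over the other cells. These other cells included the unnamed cluster 14, which had 4 of 5 pMN markers. In codes 4 to 6 its cell cycle medians were -3.11, -2.88 and -2.36. Its hedgehog medians were -1.73 and -1.07 in codes 5 and 6. Neural progenitor-like cells reached 47.3% of code 2 and 39.1% of code 3, where they came from clusters 2, 6 and 8. Their naming markers PAX6 and HES5, both regulators of neural progenitors, lay at 96.9 and 43.2 CPM and at 455 and 234 CPM there.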

Values the study reported

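The study also used flat micropatterned colonies, a different culture from the one described above. There it reported TBXT and FOXA2 cells at 44 ± 8% with a delay of 24 h, from imaging of segmented nuclei. For aggregates with a delay of 24 h, it stated that 70–75% had a prominent stripe of TBXT cells (53 aggregates of MShef4 and 36 of H9). This stripe was also seen by imaging, so neither value is a share of cells by RNA.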

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

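The result in this part came from barcodes that the comparisons did not use, and its choice was made after the data were seen. Of 3334 barcodes with fewer than 10000 UMIs, 352 (10.6%; 9.53 to 11.7%) held UMIs of both TBXT and FOXA2, the notochord pair. Across codes 0 to 6 the share was 32.9, 63.4, 3.69, 9.65, 0.226, 0.326 and 0.873%. These barcodes were not thinned and had a median of 8984.5 UMIs. Kept cells without thinning, at a median of 15955.5 UMIs, had the pair in 11.6% overall and in 26.7, 49.3, 4.25, 6.77, 0.112, 0.324 and 0.551% across codes 0 to 6. No explanation was tested.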

How the results depend on the processing

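Among the alternatives, the clustering without the genes of the fixed lists was chosen only after the results were seen and the others were planned. Choices of the main analysis made afterwards are given above. Alternatives with planned comparisons of days and delays were not run for the reason given above. No paired test over libraries was run, because each labelled group had 1 library, and no result came from a test. Ratios set a class against other cells of the same library, but libraries of different, unassigned conditions were not taken as replicates. The cause of each change below was not tested.

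Notochord-like cells were 6.38% of all cells, and 5.93% with a minimum of 15000 UMIs, 6.95% with every barcode, 8.11% at resolution 1, 8.23% at resolution 3 and 9.44% with each library clustered alone. Floor plate-like cells were 13.2%, and in the same order except resolution 3 were 11.5, 15.02, 13.6 and 8.59%. They were 14.3% without cell cycle, mitochondrial and ribosomal genes among the variable genes, 11.1% when each cell was named from its own markers and 12.8% without the genes of the fixed lists. Somite and sclerotome-like cells were 8.54%, 7.51% with 15000 UMIs and 8.15% from own markers. pMN-like cells were 17.8%, and 19.5% with 15000 UMIs, 13.9% with every barcode, 24.1% at resolution 1, 15.3% at resolution 3, 2.32% with each library alone, 12.8% without cell cycle genes and 15.9% from own markers.

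TBXT with FOXA2 marked 8.40% of cells, 4.90% at 2 UMIs of each gene, 11.6% without thinning and 6.86% with 15000 UMIs. NOTO with CHRD marked 6.90, 5.03, 7.90 and 4.95% under these settings. In the middle library, the antagonist list of notochord-like cells lay at 1.698 (code 3, where the class is cluster 23, and 0.64 there without the naming genes NOG and CHRD), and at 1.397 with median-of-ratios scaling, 1.399 with TMM scaling and 1.389 with a pseudocount of 5 CPM. Hedgehog targets of floor plate-like over pMN-like cells, as the midpoint of the libraries that measured them (codes 5 and 6), lay at -1.53, at -1.26 with that pseudocount and at -1.78 without the fixed lists. Motile cilia in that comparison lay at 2.98, and at 2.64 with a total without mitochondrial and ribosomal genes, 2.21 with that pseudocount, 2.56 for genes at 5 CPM or more and 2.69 with classes at resolution 1. Hedgehog targets of sclerotome-like cells lay at 1.53, and at 1.31, 1.18 and 1.23 under the first 3 of these. The BMP list of floor plate-like over pMN-like cells turned from -0.59 to 0.0324 for genes at 5 CPM or more.

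Of 404 alternatives over 51 list medians, 314 stayed within their interval and 89 moved. A further 1 was counted as a change of sign. These counts can miss sign changes of lists whose libraries lay on both sides of 0. The FGF list of notochord-like cells, for example, lay at 0.006 in code 3 and -1.58 in code 1. Among 546 alternatives for 78 named genes none was counted as a change of sign and 48 moved. Of 72 alternatives for class shares 43 moved, and of 21 for marker pairs 17 did. Depth limits the shares, since thinning to 10000 UMIs misses genes with few UMIs per cell.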

Other observations

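The doublet tests and the free RNA tests in this part were chosen only after the result was seen, and so were genes outside the fixed lists. The tests on held-out genes, chromosome regions and endoderm were written before.

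Several unnamed clusters resembled states around the notochord and ventral neural tube. Cluster 13 (5.89% of code 0 and 18.8% of code 1) combined notochord and cilia genes with the secreted WNT regulators DKK1 and WNT3A, while the WNT list as a whole had medians of 0.21 and -0.0054 (percentiles 73.8 and 50.9). FOXJ1 lay at 456 and 448 CPM against 67.4 and 156 CPM, and the WNT antagonist DKK1 at 388 and 263 CPM against 22.4 and 59.0 CPM. WNT3A had log2 ratios of 2.71 and 1.62, and the motile cilia list medians of 2.51 and 0.90. Its TBXT ratios were 0.99 and 0.07, below those of cluster 5, and its MKI67 ratios -1.72 and -0.57. The cells it was set against included cluster 5 (306 cells in code 0 and 786 in code 1), which lowers these TBXT ratios. Cluster 13 had 10 of 15 notochord markers but stayed unnamed, so its 868 cells are not in the notochord-like share. They were among the cells that cluster 5 was set against. Cluster 24 (10.9 and 4.205% of the same libraries) had only 2 of 15 notochord markers. Its medians were -0.83 and -1.94 for motile cilia and -2.67 and -2.62 for cell cycle genes. The cluster held FOXA2 UMIs in 79.2% and TBXT UMIs in 16.9% of thinned cells. FOXA2 lay at 207 and 242 CPM and NOTO at 3.18 and 6.04 CPM. For comparison, 13.5% of sclerotome-like cells, which come from other libraries, had a FOXA2 UMI and 0.829% a TBXT UMI, at a median of 14948 UMIs against 13560 in cluster 24.

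In codes 2 and 3, clusters 7 and 16 carried the posterior genes HOXA9, HOXA7 and HOXC6. HOXA7 lay at 284 and 158 CPM in cluster 7 and at 324 and 205 CPM in cluster 16, against 55.6 to 124 CPM in the other cells. Cluster 16 also held the posterior progenitor genes FGF17 (log2 1.33 and 1.41) and NKX1-2 (1.05 and 1.23). Cluster 19, found in codes 4 to 6 at 5.26, 8.31 and 4.58%, was led by NKX2-2 and NKX2-8, which mark the p3 domain between floor plate and motor neuron progenitors. NKX2-2 lay at 63.3, 72.5 and 69.2 CPM, with log2 ratios of 1.73 to 2.11, while PTCH1 had ratios of 0.65, 0.96 and 0.76. The transcription factor SIM1, taken here as a p3 gene, lay at 0 to 0.426 CPM, which alone does not exclude p3 progenitors. The cluster had 3 of 5 pMN markers. It stayed unnamed because its top 10 genes held 2 markers of another class and no pMN marker. The study reported p3 progenitors among the neural cells of notoroids. NKX2-2 and NKX2-8 were also among the top 10 genes of cluster 0, a pMN-like cluster of 1717 cells.

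By cluster makeup the libraries fell into separate sets, whose conditions are not known from the code. Posterior progenitor-like cells were 71.6 and 45.2% of codes 0 and 1 and 0% of codes 2, 3, 4, 5 and 6, where a count of 0 allows at most 0.0839%. Neural progenitor-like cells were 0, 0, 47.3, 39.1, 1.68, 2.34 and 2.50% of codes 0 to 6. In codes 4 to 6 this class was mostly cluster 32, which made up 53 of 60, 82 of 101 and 100 of 100 cells, whereas in codes 2 and 3 it came from clusters 2, 6 and 8. The pMN-like class was 0, 0, 0.0240, 0, 59.0, 38.4 and 25.1%, and the floor plate-like class 0, 0, 0.0720, 0.155, 12.1, 33.0 and 42.0%. Kept cells had median mitochondrial shares of 2.09, 2.42, 2.80, 1.90, 8.32, 7.64 and 7.46%. The highest share of a deposited barcode was 5.73 to 5.99% in codes 0 to 3 and 14.8 to 14.98% in codes 4 to 6. These medians may therefore reflect limits applied before deposition.

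Cluster 5 was led by genes of the left-right organiser, the ciliated pit at the node that sets body asymmetry. The metalloprotease MMP21 (chromosome 10, 125753580 to 125775821) lay at 425 and 356 CPM against 0.593 and 8.80 CPM, and the polycystin PKD1L1 (chromosome 7, 47740202 to 47948466) at 140.4 and 142 CPM. A list of 9 other organiser genes, scored over the 7 and 8 members at 5 CPM or more on either side instead of the 20 CPM used for the other lists, had medians of 3.68 and 2.55, at percentile 99.99 or above in both libraries, which is consistent with an organiser-like programme as a hypothesis. Doublets were argued against by median UMI counts of at most 0.690 times those of the other cells, and free RNA, which would leave all cells of a library at similar levels, by the median of at least 2.55 over that list, with 5 of these 7 and 6 of these 8 members 2-fold or more higher. DNAH11, CFAP53 and MNS1 in that list also serve motile cilia elsewhere, CFC1 has a near-identical copy, and NODAL lay at 0 and 0.548 CPM, so that general ciliation stays open.

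Clusters 32 (235 cells, codes 4 to 6, counted as neural progenitor-like) and 35 (89 cells, codes 2 and 3, unnamed) had leading genes in common. These were ZNF667-AS1 (chromosome 19, 56477250 to 56504362), at 28.01 to 37.1 CPM, and CEBPZOS (chromosome 2, 37196488 to 37216193). The first gene was SYT11 in cluster 32 and CEBPZOS in cluster 35. Their UMI counts were high, with a median of 1.22 and 1.56 times that of their library, as doublets would have. Among bins of 20 Mb, the first of chromosome 20 had a median log2 ratio between -0.87 and -0.747 in every library with 50 or more of these cells. The next bins of chromosome 20, from position 20000001 and from position 40000001, lay at 0.38 to 0.49 and 0.41 to 0.49, whereas the largest shift in the same direction in the 80 bins elsewhere was 0.109 in size. Doublets were argued against, since a mix of clusters lies between its parents. UMIs of chromosome 20 from position 40000001 on over those of its first 20 Mb were at least 1.95 times the highest ratio in another cluster with 50 or more cells of the same library (6.02 to 7.20 against at most 3.38). A candidate explanation is a subclone with loss of the short arm and gain of the long arm of chromosome 20. That chromosome is often altered in cultured pluripotent stem cells. However, no DNA was examined here, and the study reports that karyotypes were checked for intact genomes.

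Plasma protein genes of the liver were among the leading genes of floor plate-like cells, with TTR (chromosome 18, 31557009 to 31598833) at 8.02, 17.2 and 17.3 CPM in codes 4 to 6 against 0.0262, 0.161 and 0.382 CPM in pMN-like cells. Without cluster 18, TTR UMIs were present in 5.52, 14.6 and 14.5% of thinned floor plate-like cells. A UMI of the endoderm genes SOX17, HNF4A or AFP was present in 0, 0 and 1 of these cells. The highest ratio of these shares was 0.00521, which argues against admixed endoderm in the cells counted. Cluster 18, with VTN and APOA1 among its leading genes, was not covered by this test. Free RNA would leave both classes at similar levels. In clusters 17, 22 and 31, floor plate-like clusters without plasma protein genes among their top 10, the summed level of TTR, APOA1 and VTN was at least 15.9 times that of pMN-like cells, which argues against it. The design named no biological factor for this pattern, so no biological explanation was tested.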
